A study of Mus musculus with 12 samples.

How the data were processed

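Livers of C57Bl/6 mice carrying a Sox9EGFP transgene, in which EGFP fluorescence reports on the Sox9 locus, were digested to single cells after a 16 h fast, per the labels. Cells were sorted by EGFP into 4 populations, called neg, sub, low and high here in order of rising fluorescence; the labels call sub the population below low. Each library was made from 12000 sorted cells. RNA was treated with DNase for 30 min and converted with the SMARTer Stranded Total RNA Pico v2 kit, a random-primed total-RNA chemistry for small inputs, per the labels' protocols. There were 3 libraries per population, 12 in all, and each sample's population and replicate number were taken from its title.

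The authors deposited 1 table of normalised counts, a signal per gene and library, with 54227 gene symbols and 12 columns. Every column matched 1 sample through its description. The aligner, the counting tool, the genome build, the annotation and the use of strand in counting are not stated in the labels or the file. The values themselves were therefore examined. In each of the 12 columns 100% of the values above 0 were whole multiples of the smallest value of that column, which ranged from 0.691 to 1.22 between libraries. Each deposited signal was therefore treated as a read count divided by 1 factor per library. Factors recomputed from the multiples by the median of ratios over the 3215 genes above 0 in all 12 libraries equalled the deposited ones: the product of factor and step was 1.0 in every library. The labels do not name the tool that gave these factors.

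The recovered totals ranged from 8775387 to 15535588 reads per library. The count tests used the 10 libraries in which the value of 1 read lay further from 1. In the other 2, sub 3 and high 2, it lay at 0.997 and 1.01, close to 1. These 2 were left out of the count tests and kept elsewhere unless 10 libraries are named. Their values were whole multiples of the step as in the rest, so the exclusion is a choice and not a failed recovery. Count tests on all 12 libraries were not run. The labels mention no molecular identifiers. Reads copied from the same molecule are not independent, so any limit based on reads covers counting error only. A gene with at most 3 reads in every library of a population was treated as at the floor there. Folds against such a population are given as lower bounds computed from 3 reads, which do not allow for the sampling of molecules.

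The test was fixed before the data were examined. Genes with a mean normalised count of at least 10 over the 12 libraries were kept, which left 16128 genes carrying 99.9% of the summed values; 33571 of the symbols in the table were at 0 in all libraries. Values were transformed to log2(normalised count + 1), and limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend) was fitted to all 12 libraries with population as the only term. All 6 pairwise contrasts and a moderated F test over the 3 contrasts of neighbouring EGFP levels were taken from that fit, two-sided, with Benjamini-Hochberg adjustment at 0.05. Every adjusted p given for a gene is from limma unless another tool is named. Log2 fold changes are on the log2(normalised count + 1) scale, which understates changes of genes with low values. For genes near 0 in a library they depend on the pseudocount.

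Named genes also followed a rule set before the data were examined: Sox9, Epcam, Krt7, Krt19, Spp1, Alb, Hnf4a, Ccn1, Ccn2 and Hes1 in every neighbouring contrast, and in each such contrast the 3 largest rises and 3 largest falls among genes past the threshold with a mean of at least 100 and the same direction in all 3 same-numbered differences. A further 12 gene lists were written down before the data were examined: biliary, hepatocyte, periportal hepatocyte, pericentral hepatocyte, YAP target, Notch, endothelial, Kupffer/macrophage, lymphocyte, stellate/mesenchymal, proliferation and immediate early. They were tested with camera (competitive, preset correlation 0.01) in the 3 neighbouring contrasts, adjusted over the 36 tests, with fry and camera with an estimated correlation as checks. Only members passing the filter entered, which left 2 of 10 lymphocyte, 4 of 10 Kupffer/macrophage and 5 of 10 proliferation genes.

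The alternatives were pseudocounts of 0.5 and 5, no filter, a mean of at least 100, rescaling to equal totals, quantile normalisation, the replicate number as a block, no variance trend, array weights, a fit of only the 2 populations compared, each library left out in turn, an added limit of 1 on the absolute log2 fold change, and count tests on the recovered reads with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0. The count tests used 10 libraries. They called 255 and 1645 genes for sub against neg, where limma called 192. A limma fit to those 10 libraries, and the alternatives for library correlations, were added after the data were seen.

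The tests were tested on simulated data with 200 genes changed 4-fold in a single population. With noise from independent reads, limma recovered 95.5% of them in the right direction with 11 false calls, edgeR 96% with 7 and DESeq2 97% with 42, over 16128 genes. All simulations used 12 libraries and added a random spread between libraries to every value. The first held far fewer zeros than the real data, where 40.3% of the values of tested genes were at 0. A second simulation therefore drew molecules that each gave 300 reads on average. Over 14390 genes it left limma with 3.5% recovered and 5 false among 12 calls, edgeR with 5% and 3 false among 13, and DESeq2 with 27.5% and 1271 false among 1327. At a 16-fold change, over 14482 genes, limma recovered 20.5% with 7 false calls and edgeR 35.5% with 8; among the changed genes with a mean of at least 1000 they recovered 72.3% and 76.6%. DESeq2 was not run at 16-fold. With no gene changed, over 14442 genes, limma called 1 gene, edgeR 4 and DESeq2 1334.

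Coordinates and gene classes are from GENCODE M21 (GRCm38), to which 52149 of the symbols matched exactly once (96.2%); the authors' build is not stated, so these positions describe the annotation used here and not the counting. Transcripts of near-identical genes were compared with BLAST 2.17.0. No symbol in the table names the EGFP transgene.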

Results

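Liver cells of Sox9EGFP mice were sorted by EGFP fluorescence into 4 populations, neg, sub, low and high, and profiled by total RNA sequencing with 3 libraries each. The series compared the 3 EGFP-positive populations and the EGFP-negative cells with each other. Recovered depth ranged from 8775387 to 15535588 reads in neg, from 9872316 to 15251585 in sub, from 13455495 to 14716505 in low and from 10934801 to 13856809 in high. The number of genes above 0 ranged from 9039 in sub 2 to 12687 in low 1. The nuclear transcript Malat1 took 6.31 ± 0.845% of the summed values in neg and 7.59 ± 0.276% in sub (n = 3 each). The 2 mitochondrial ribosomal RNAs took 2.47 ± 0.346% in neg, 5.25 ± 0.269% in sub, 5.65 ± 0.339% in low and 5.68 ± 0.447% in high (n = 3 each), with no overlap between neg libraries and the rest.

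Libraries of the same population resembled each other moderately. Pearson correlations of log2(normalised count + 1) across the 16128 tested genes averaged 0.575 over the 12 pairs within a population and 0.490 over the 54 pairs between populations; these correlations are across genes, which are not independent replicates. The mean was 0.548 within neg and 0.422 between neg and low. It was 0.606 between low and high, which lies between the means of 0.595 within low and 0.627 within high. For 8 of the 12 libraries the closest library belonged to the same population, and the exceptions were sub 1, low 1, high 1 and high 2. The alternative that moved the within-population mean most was a minimum mean of 100, which gave 0.498. The first principal component held 20.2% of the variance and ordered neg, sub and the low and high libraries, while the second held 10.2% and spread the sub libraries from -55.7 to -310.1.

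**Figure D1:**
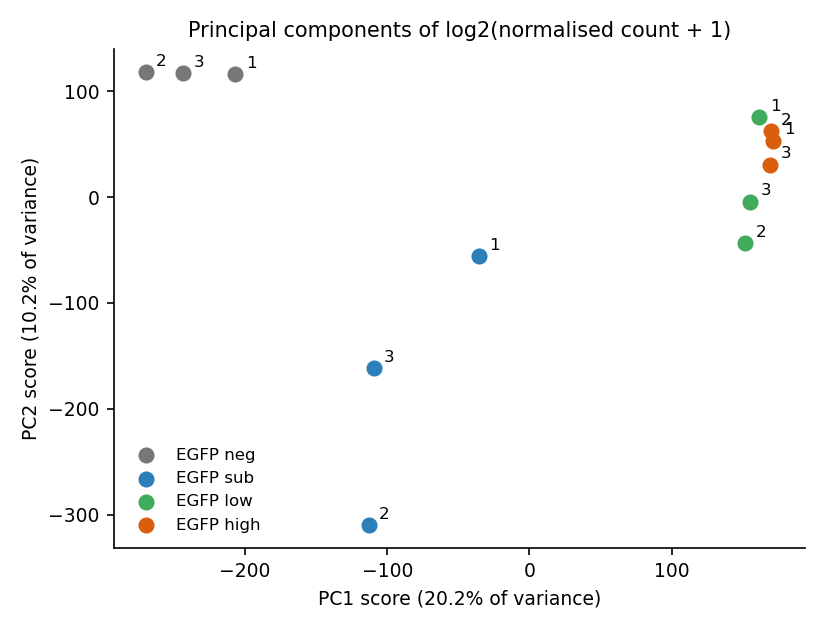
Scores of the 12 libraries on the first 2 principal components of log2(normalised count + 1), coloured by EGFP population and numbered by replicate; axes are unitless scores with the share of variance. Neg libraries lie at PC1 scores from -269.8 to -206.9, sub libraries from -113.0 to -35.7, and low and high libraries lie together from 151.8 to 171.5.

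Sox9 is the gene behind the reporter and was examined first as a check of the population labels. It lies on chromosome 11 from 112782224 to 112787760 on the plus strand (protein coding, GENCODE M21). Its normalised count was 0.7, 0 and 0 in the 3 neg libraries, 4866 ± 1570 in sub, 12097 ± 4429 in low and 13087 ± 1145 in high (SD, n = 3 each). Neg was at the floor, so with 3 reads as the limit Sox9 was at least 1326-fold higher in sub than in neg (adjusted p 7.92e-09 in limma). It was at least 3297-fold higher in low (adjusted p 8.8e-10) and at least 3567-fold higher in high (adjusted p 7.32e-10). These bounds, and those for other genes below, cover counting error of reads only. If molecules were sampled at random, the low and high libraries gave 150.8 to 258.3 normalised counts per molecule. A value of 0 can then hide expression well above 3 reads, and true folds may be smaller than the bounds. For Sox9 in low and sub the contrast was less clear. The Sox9 mean in low was 2.49 times that in sub and the libraries did not overlap, which chance gives in 10% of splits of 3 against 3. The limma log2 fold change of 1.30 ± 0.76 (SE) had an adjusted p of 0.608. High and low differed by 0.17 ± 0.76 on the log2 scale (adjusted p 1). High was higher than sub by 1.47 ± 0.76 (adjusted p 0.523), so no pair of EGFP-positive populations passed for Sox9. In a limma fit of only the sub and neg libraries, the adjusted p for sub against neg was 0.183, the highest of its alternatives; the lowest was 1.54e-77 in edgeR.

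**Figure D2:**
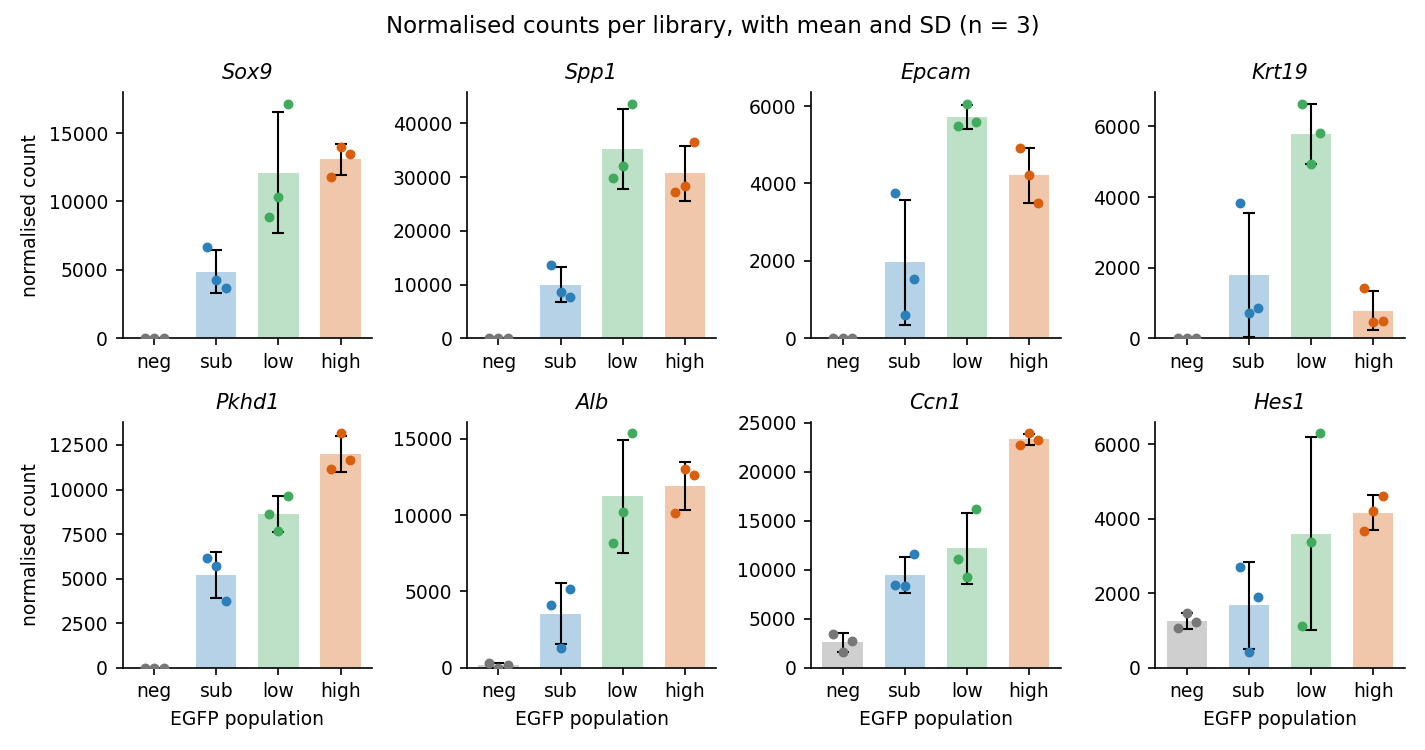
Normalised counts of 8 genes in each library (points), with the mean (bar) and SD (error bar) of the 3 libraries of each EGFP population; the y axis is linear and starts at 0 in each panel. Sox9, Spp1, Epcam and Pkhd1 are at or near 0 in neg, Krt19 is higher in low (5796 ± 848) than in high (783 ± 548), and Ccn1 is at 23324 ± 574 in high.

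The comparison of sub with neg asks what distinguishes the dimmest EGFP-positive gate from EGFP-negative cells. Of 16128 genes, 192 passed an adjusted p of 0.05 in limma, 168 higher and 24 lower in sub. In 90 of these, 1 of the populations was at the floor. The alternative that moved this count most was DESeq2 on 10 libraries, with 1645 genes; a fit of only these 2 populations gave 0, with 928 genes at an unadjusted p under 0.05. Leaving out neg 1 gave 317 genes. When libraries were left out the lower count was not stable: it went from 24 to 87 without neg 1, 100 without neg 2, 82 without neg 3, 74 without sub 1, 42 without sub 2 and 70 without sub 3. With array weights it was 7. Spp1 (chromosome 5, 104435118 to 104441050, plus strand), which encodes the secreted phosphoprotein osteopontin, was at 0 in all neg libraries and at 9984 ± 3261 in sub, at least 2721-fold higher (adjusted p 6.18e-12). Part of Spp1 overlaps the annotated gene Gm42793 on the same strand. Epcam (chromosome 17, 87635979 to 87651129, plus strand) was at 0 in neg and at 1958 ± 1620 in sub, at least 533.7-fold higher (adjusted p 9.71e-06). The 3 sub libraries held 3748, 591.9 and 1534 for Epcam. Krt19 (chromosome 11, 100140810 to 100148665, minus strand) rose at least 489.1-fold to 1795 ± 1762 (adjusted p 0.000218), and its 3 sub libraries held 3828, 709.8 and 845.8. Pkhd1 (chromosome 1, 20057779 to 20618064, minus strand) went from 0 to 5218 ± 1288, at least 1422-fold (adjusted p 7.92e-09); Spp1, Pkhd1 and Sox9 were the 3 largest rises under the naming rule. None of these genes passed in the fit of only these 2 populations, where the adjusted p was 0.0746 for Spp1, 0.183 for Pkhd1, 0.401 for Epcam and 0.415 for Krt19.

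Other fixed genes gave a mixed picture in the same contrast. Ccn1 (chromosome 3, 145646976 to 145649981, minus strand) rose from 2611 ± 961 to 9449 ± 1853, a log2 fold change of 1.91 ± 0.27 (SE, adjusted p 0.000357); the call was lost without the variance trend, in the 2-population fit, in limma on 10 libraries and in DESeq2, and the adjusted p ranged from 7.93e-05 to 0.568 over its alternatives. Alb, the albumin gene (chromosome 5, 90460897 to 90476602, plus strand), rose from 161.6 ± 151.8 to 3539 ± 2007, with a log2 fold change of 6.31 ± 1.34 (adjusted p 0.0205). That call was lost in each fit that left out a library (adjusted p from 0.0535) except the one without neg 2, where Alb was listed at 0; that fit gave a log2 fold change of 3.68. The Alb call was also lost without the variance trend (0.252), in limma on 10 libraries (0.474) and in the 2-population fit (0.652). Its adjusted p ranged from 5.35e-13 in edgeR to 0.652 over its alternatives. Hnf4a (chromosome 2, 163506808 to 163572910, plus strand) was at 0 in all neg libraries and at 263.8, 1594 and 0 in sub, with an adjusted p of 0.355. It passed without sub 3 (0.00514) and in all 3 tests on 10 libraries, which lack sub 3, and its alternatives ranged from 2.48e-10 to 0.652. Krt7 (adjusted p 0.703), Ccn2 (0.958) and Hes1 (1) did not pass in limma. The Ccn2 libraries of sub and neg did not overlap, which chance gives in 10% of splits of 3 against 3; its adjusted p in the 2-population fit was 0.652, the lowest of its alternatives, and the highest was 1. The 3 largest falls under the rule were Rpl19-ps11, Bace2 and Slc15a3, all at 0 in the 3 sub libraries. Bace2 (chromosome 16, 97356742 to 97442936, plus strand) fell from 1421 ± 900 in neg by at least 413.6-fold (adjusted p 0.0135), and Slc15a3 (chromosome 19, 10839727 to 10859362, plus strand) from 1012 ± 642 by at least 294.7-fold (adjusted p 0.0161). Neither passed in edgeR on 10 libraries, with adjusted p of 0.0934 and 0.319, or in the 2-population fit. Over all alternatives the range was 5.34e-07 to 0.424 for Bace2 and 5.62e-05 to 0.546 for Slc15a3. Slc15a3 overlaps Tmem132a on the opposite strand. Rpl19-ps11 is a processed pseudogene whose M21 transcript is 99.8% identical to Rpl19, so its fall from 2376 ± 1753 (adjusted p 0.0255, lost in each fit that left out a library except high 2) is uncertain. The summed value of both genes was 4265 ± 878 in neg and 3783 ± 2273 in sub.

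**Figure D3:**
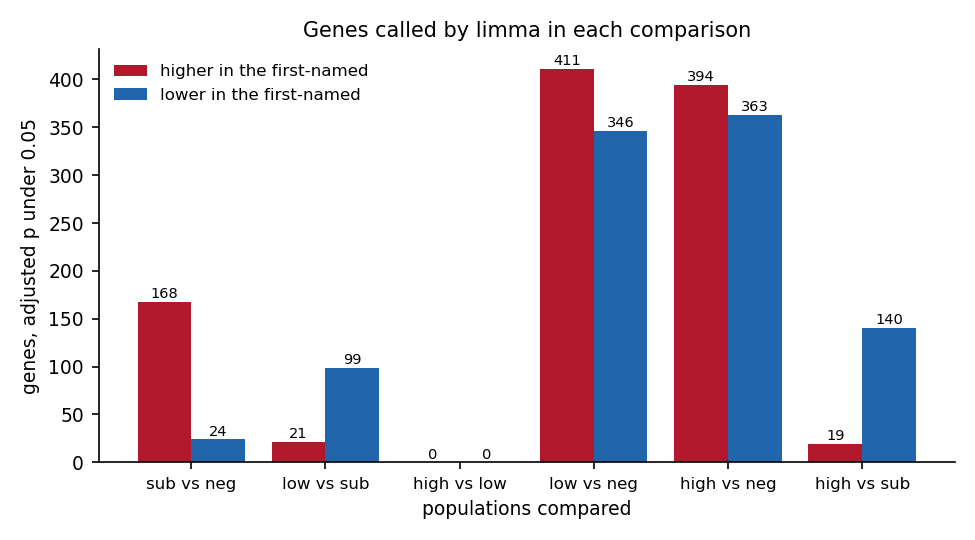
Number of genes with a limma adjusted p under 0.05 in each of the 6 comparisons (y axis), split into genes higher and lower in the first-named population. Low and high each differ from neg in 757 genes, and high against low has 0.

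Low was compared with sub to ask what changes at the next EGFP step. At an unadjusted p under 0.05 there were 1637 genes, where uniform p-values would give about 806. Past the adjusted threshold there were 120 genes, 21 higher and 99 lower in low. Leaving out sub 2 took the count to 42, with 11 higher and 31 lower. The higher count went to 68 without sub 1, 47 without sub 3, 43 without low 2, 44 without low 3, and 36, 39 and 35 without neg 1, neg 2 and neg 3. DESeq2 had more higher than lower genes here, 849 and 650. The largest falls under the rule were Gvin1, Igfbp3 and Thbs2. Igfbp3 (chromosome 11, 7206086 to 7213923, minus strand) went from 7723 ± 2680 in sub to the floor in low, at least 3030-fold lower (adjusted p 0.00458), with 3261 ± 1988 in neg. Thbs2 (chromosome 17, 14665500 to 14694235, minus strand) went from 4066 ± 1212 to 0, at least 1595-fold lower (adjusted p 0.00737). Gvin1 (chromosome 7, 106156556 to 106215326, minus strand) went from 9723 ± 5674 to 0 (adjusted p 0.00299); it shares 99.97% of 9005 bp with Gm4070, and the summed value of both fell from 13254 ± 1705 to 62.7 ± 20.7. The largest rises were Rpl19-ps11, Erbb4 and Phf10. Erbb4 (chromosome 1, 68032186 to 69108059, minus strand) was at 0, 0 and 8.0 in sub and at 1968 ± 116 in low, 739.8 times the sub mean (adjusted p 0.0382). Erbb4 did not pass without low 2 (0.0515), with the replicate block or in the 2-population fit, and its range was 3.94e-11 to 0.227. Phf10 (chromosome 17, 14945009 to 14961273, minus strand) was at 0 in sub and at 647.1 ± 162.6 in low, at least 188.4-fold higher (adjusted p 0.0275), with 140.2 ± 33.9 in neg; it did not pass in edgeR (adjusted p 0.143, with a range over alternatives of 3.88e-09 to 0.328), and it overlaps 1600012H06Rik on the opposite strand. Rpl19-ps11 rose to 2233 ± 500 (adjusted p 0.0363), which was also lost in each fit that left out a library except high 2, and the summed value of it and Rpl19 was 2595 ± 165 in low. Among fixed genes, Spp1 was 3.52 times higher in low (35181 ± 7404), with an adjusted p of 0.14. It passed without neg 1, neg 2, neg 3 or sub 1 (0.0238 to 0.0427) and in edgeR (9.24e-07), and the highest value was 0.533 without the variance trend. Ccn2 (chromosome 10, 24595442 to 24598683, plus strand) fell from 4224 ± 686 to 596.0 ± 939.9 (adjusted p 0.0973). It passed without low 1 (0.028) and with a pseudocount of 5 (0.0299), and its highest value was 0.639. Epcam, Krt7, Krt19, Alb, Hnf4a, Ccn1 and Hes1 were all higher in low on average, with adjusted p from 0.608 to 0.704; of these, Alb passed in edgeR (adjusted p 0.00786, highest 0.907).

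High and low were compared to ask whether the 2 brighter gates differ. No gene passed in limma. At an unadjusted p under 0.05 there were 684 genes, fewer than the 806 that uniform p-values would give among 16128 tests. The count tests on 10 libraries gave 74 genes in edgeR and 678 in DESeq2, and limma on the same 10 libraries gave 60. Their directions differed, with 16 higher and 58 lower in edgeR, 245 and 433 in DESeq2, and 49 and 11 in limma. Leaving out a library gave 20 genes without low 1, 30 without low 3, 24 without high 1, 35 without high 2, 31 without high 3 and 2 without sub 3. Most were lower in high without low 1 (14) or low 3 (29). Most were higher in high without high 1 (18), high 2 (29) or high 3 (28). Krt19 was 5796 ± 848 in low and 782.9 ± 547.6 in high, with no overlap between libraries. Its log2 fold change of -3.09 ± 1.35 had an unadjusted p of 0.0335 and an adjusted p of 1, so it did not pass. Ccn1 was 12194 ± 3608 in low and 23324 ± 574 in high, a log2 fold change of 0.98 ± 0.27 (unadjusted p 0.00195, adjusted p 0.767). None of the other fixed genes passed either, each with an adjusted p of 1. Ccn2 differed by 3.91 on the log2 scale (unadjusted p 0.0284) and by 0.99 without low 2, where it was listed at 0. Spp1 differed by -0.19, Epcam by -0.46, Hnf4a by -0.91, Krt7 by -0.43 (chromosome 15, 101411043 to 101430313, plus strand), Alb by 0.13 and Hes1 by 0.52 (chromosome 16, 30064384 to 30067796, plus strand).

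The comparisons of low and high with neg gave the longest lists. Low against neg gave 757 genes, 411 higher and 346 lower, of which 329 had 1 population at the floor. High against neg also gave 757 genes, 394 higher and 363 lower, with 349 at the floor in 1 population. Fitting only the 2 populations took these counts to 203 and 341. High against sub gave 159 genes, 19 higher and 140 lower, and leaving out sub 2 took it to 74 (15 and 59) and leaving out low 1 to 245 (66 and 179). The higher count rose to between 41 and 74 in each of the other 10 fits that left out a library (74 without sub 1, 71 without high 3), and the lower count fell to 87 without sub 3. Limma on 10 libraries gave 72 higher and 73 lower, and DESeq2 718 and 788, so the size of the lower majority depended on these choices. Low against neg gave 485 genes without low 2 and 465 without low 3, and high against neg gave 467 without high 1, 485 without high 3 and 510 without high 2. The F test across the 4 populations passed 682 genes, 4.23% of those tested, and between 500 and 675 when each library was left out in turn. The median SE of a log2 fold change over all tested genes was 2.35.

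Gene lists were compared between neighbouring gates to ask which cell-type programmes changed. Of 36 camera tests, 9 passed, 4 in sub against neg and 5 in low against sub. The biliary list (14 of 15 genes tested) rose in both: its summed value was 1941 ± 958 in neg, 28117 ± 5603 in sub, 80726 ± 8473 in low and 68021 ± 1445 in high (SD, n = 3). For sub against neg the median log2 change was 7.55, or 7.57 with genes at the floor set to their bound, 13 members were higher, and the adjusted p was 5.37e-26. Of its genes 7 passed over all genes tested and 10 adjusted over the list alone. For low against sub the median was 1.86, all 14 members were higher, and the adjusted p was 0.000102; no member passed over all genes and 1, Spp1, adjusted over the list alone. The hepatocyte list (11 of 15 tested) rose from 771.4 ± 327.1 in neg to 8863 ± 2633 in sub, with a median of 5.23 (5.72 with bounds), 9 members higher and an adjusted p of 1.82e-05; Alb and Ahsg passed over all genes and 6 adjusted over the list alone.

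The endothelial list (10 genes) fell at both steps, from 116773 ± 21929 in neg to 31299 ± 4258 in sub and 1446 ± 716 in low. All 10 members were lower at each step. The first had a median log2 change of -2.26 (adjusted p 0.0177, lost without neg 2 or sub 3, with 0 genes passing over all genes or adjusted over the list alone) and the second of -6.98 (adjusted p 2.61e-13, with 2 genes, Cdh5 and Pecam1, over all genes and 8 adjusted over the list alone). The stellate/mesenchymal list (10 genes) did not differ between sub (30956 ± 5268) and neg (29991 ± 8884), with 5 members higher, 5 lower and an adjusted p of 0.985. It fell to 1727 ± 913 in low, with a median of -7.59 (-8.19 with bounds), all 10 members lower, an adjusted p of 5.1e-14, and 6 genes past the threshold over all genes and 7 adjusted over the list alone. The immediate early list (10 genes, Hspa1a and Hspa1b among them) rose from sub to low by a median of 0.32 (6 members higher, adjusted p 0.00953). Fosb passed over all genes and 4 members adjusted over the list alone. From neg to sub the list rose by 0.71 (8 members higher, adjusted p 6.27e-12). Atf3, Fos, Fosb and Jun passed over all genes there, and 7 members adjusted over the list alone. The Notch list (12 genes) fell from sub to low by a median of -2.60 (-3.04 with bounds), with 9 members lower and an adjusted p of 0.00953. No member passed over all genes, and Dll4 and Notch3 passed adjusted over the list alone. The summed Notch value was 12051.3 ± 3799.3 in neg, 15581.7 ± 1974.6 in sub and 11832.5 ± 3434.3 in low. The endothelial and stellate/mesenchymal lists fell in the same contrast, so a change in cell content cannot be told from a change within cells. The Notch call was lost without sub 2 or low 1, and the immediate early rise from sub to low was lost in 7 of the 12 fits that each left out a library and under quantile normalisation (adjusted p 0.661, with a range over alternatives from 0.00268).

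The other tests did not pass. For high against low the smallest adjusted p was 0.118, for the biliary and endothelial lists. The biliary list passed without neg 1 (0.0448) and the endothelial list without low 2 (0.0269) or low 3 (0.0124), with highest values of 0.319 and 0.789. Adjusted over the list alone, 5 members of the immediate early list (Atf3, Egr1, Hspa1a, Hspa1b and Junb) and 2 of the YAP target list (Ccdc80 and Ccn1) passed there. These names were taken after their values were seen. The YAP target list (21 of 22 tested) had adjusted p of 0.144, 0.112 and 0.873 in the 3 contrasts in order of EGFP, and 2, 1 and 0 of its genes passed over all genes. Its summed value was 54259 ± 4565 in sub, 32279 ± 3439 in low and 48284 ± 3170 in high. It passed in sub against neg without neg 3 (0.0438) and in low against sub without low 2 (0.0279). Adjusted over the list alone, 3, 7 and 2 of its genes passed. The hepatocyte list had adjusted p of 0.863 in low against sub and 0.985 in high against low, the Notch list 0.361 in sub against neg, where Notch2 passed over all genes, and 0.63 in high against low. The stellate/mesenchymal list had 0.985 and the immediate early list 0.642 in high against low. The periportal list (7 of 10 tested) had adjusted p of 0.671, 0.671 and 0.873, the pericentral list (6 of 10) 0.935, 0.279 and 0.361, Kupffer/macrophage 0.671, 0.873 and 0.757, lymphocyte 0.185 (0.0448 without neg 1), 0.985 and 0.671, and proliferation 0.671, 0.671 and 0.985. Under fry, 7 of the 9 passing tests held; the endothelial fall from neg to sub (adjusted p 0.112) and the immediate early rise from sub to low (0.297) did not, and the YAP target list passed in sub against neg (0.0352) and in low against sub (0.0107). With an estimated correlation 6 held, and the third loss was the Notch fall (0.0579). The adjusted p of those 6 in camera then ran from 0.00041 for the biliary rise from neg to sub to 0.0316 for that from sub to low. With the preset correlation these 2 were 5.37e-26 and 0.000102, so the very small values depend on that setting.

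**Figure D4:**
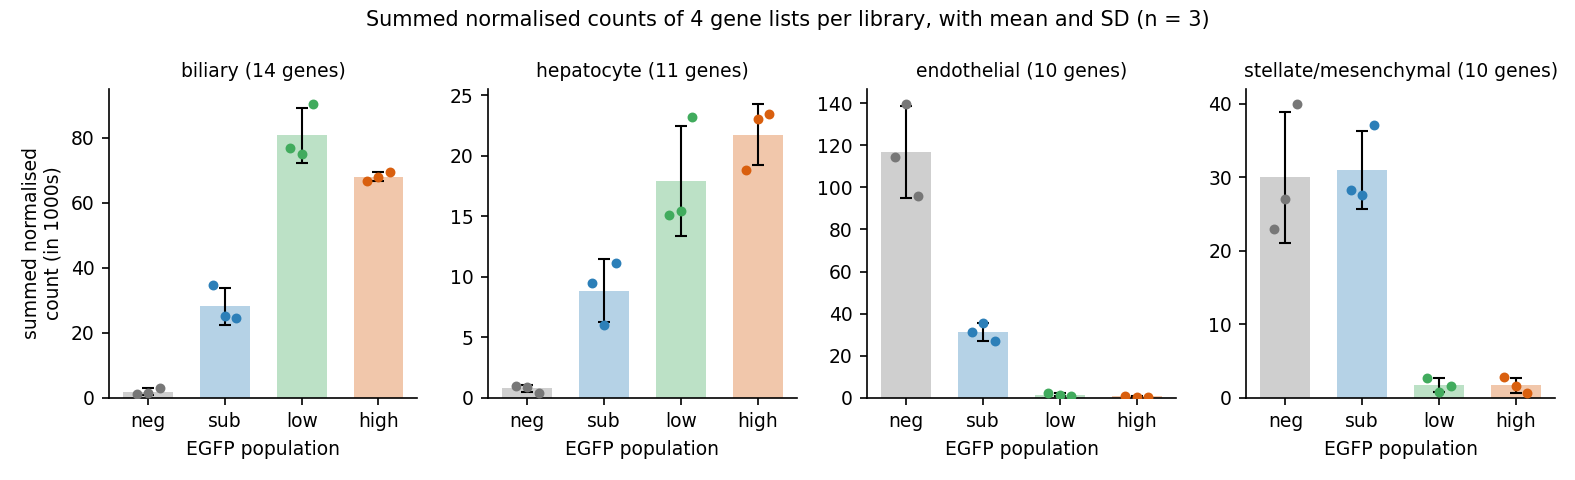
Summed normalised counts, in units of 1000, of the tested members of 4 gene lists in each library (points), with mean (bar) and SD (error bar, n = 3) per EGFP population; each y axis starts at 0. The biliary and hepatocyte sums are lowest in neg, the endothelial sum falls at each step to low, and the stellate/mesenchymal sum is alike in neg and sub and lower in low and high.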

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

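The number of genes past the threshold, and the split into higher and lower, depended on the alternative. Pseudocounts of 0.5 and 5, the filters, equal totals, quantile normalisation and the limit of 1 on the log2 change, which was not run for the F test, left the gene counts for sub against neg, low against sub, low against neg, high against neg, high against sub and the F test within 1.5 times of the reported ones. For high against low they gave 0 as well, except 1 gene with no filter. The reported counts were 192, 120, 0, 757, 757 and 159 for sub against neg, low against sub, high against low, low against neg, high against neg and high against sub.

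A fit of only the populations compared uses 6 libraries and lost most calls: 0 genes for sub against neg and for low against sub (928 and 1206 at an unadjusted p under 0.05), 203 for low against neg, 341 for high against neg and 8 for high against sub. DESeq2 on the recovered reads of 10 libraries gave 1645 genes for sub against neg, 1499 for low against sub, 678 for high against low, 1875 for low against neg, 1845 for high against neg and 1506 for high against sub. Of these, 132, 88, 0, 616, 566 and 124 were among the limma calls. Its share of higher genes was 48.9% against 87.5% in limma for sub against neg, 56.6% against 17.5% for low against sub and 47.7% against 11.9% for high against sub. EdgeR on the same reads gave 271 for low against sub, 74 for high against low and 269 for high against sub, and its other counts stayed within 1.5 times. Without the variance trend low against sub gave 195 and high against low 22. With array weights low against sub gave 70 and high against low 1. Limma on the 10 libraries, chosen after seeing the data, gave 60 for high against low and stayed within 1.5 times elsewhere in total, but not in its split: 129 higher and 59 lower for sub against neg, 37 and 72 for low against sub, and 72 and 73 for high against sub. For sub against neg the lower count was 57 without the variance trend and 7 with array weights (132 higher). For DESeq2, the simulation with 300 reads per molecule and no gene changed gave 1334 false calls, against 1 in limma and 4 in edgeR. Noise of that kind alone can give DESeq2 counts of this order. The simulation held 12 libraries and not 10, and 300 lies above the 150.8 to 258.3 counts per molecule estimated from the low and high libraries. It therefore does not show that the real counts arose this way. The low and high libraries were also regrouped, as described under other observations. For the other shifts the cause was not tested.

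The titles give the populations the same replicate numbers, and the descriptions give same-numbered libraries a shared token that no label explains. Deviations from the population means correlated at 0.009 on average over the 18 same-numbered pairs, from -0.016 to 0.027. The 6 pairs numbered 1 ran from 0.012 to 0.027, with a mean of 0.018. The 36 other pairs averaged -0.004, which is no independent control, because centring within populations ties it to the same-numbered mean. Noise between libraries can hide a shared source, so these correlations do not exclude one. The numbers were not treated as pairing the libraries in the main fit. With the replicate block the counts were 180, 83, 1, 720, 715 and 130 in the order above, 621 for the F test and 9 gene lists, all 9 of them shared with the reported ones. For sub against neg, 166 of the genes were higher and 14 lower. The single gene for high against low was lower in high. Among named genes the block changed 1 call, Erbb4 in low against sub (adjusted p 0.0585).

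Across the 12 fits that each left out a library, the counts went from 149 to 317 for sub against neg (most without neg 1), from 42 to 170 for low against sub (least without sub 2), from 0 to 35 for high against low, from 465 to 737 for low against neg (485 without low 2), from 467 to 797 for high against neg (485 without high 3), from 74 to 245 for high against sub (245 without low 1), from 500 to 675 for the F test and from 7 to 11 for the gene lists. High against low gave 20 genes without low 1, 30 without low 3, 24 without high 1, 35 without high 2, 31 without high 3 and 2 without sub 3. The higher count for low against neg, 411, went to 234 without low 1, 262 without low 2 and 245 without low 3, and the lower count, 346, to 223 without low 2 and 220 without low 3. For high against neg the higher count, 394, went to 237 without high 1, and the lower, 363, to 230 without high 1 and 215 without high 3.

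Hes1, sub against neg, with a reported log2 change of 0.05, changed sign to -0.02 with equal totals and to -0.24 in limma on 10 libraries; it ranged from -0.49 to 0.87 when libraries were left out, and was -0.06 without neg 1, -0.49 without sub 1 and -0.24 without sub 3. Sox9 from -0.027 to 0.45, Krt7 from -0.76 to 0.14, Alb from -0.078 to 0.38 and Hes1 from -0.15 to 1.09 crossed 0 in the same way for high against low. None of these was past the threshold. Other alternatives made 29 named-gene results weaker and 6 stronger, 16 of the weaker ones in the 2-population fit. Leaving out libraries made 34 weaker and 6 stronger, of which 11 were Alb in sub against neg and 22 were the 2 Rpl19-ps11 results. For the single lists, other alternatives made 6 weaker and 2 stronger and left-out libraries 11 weaker and 6 stronger. Of these 7 were the immediate early rise from sub to low, which quantile normalisation also took to a median of 0.07 (adjusted p 0.661). The endothelial fall from neg to sub did not pass without neg 2 (adjusted p 0.13) or sub 3 (0.102), nor the Notch fall without sub 2 (0.0608) or low 1 (0.0667).

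Sox9 passed in 3 of 6 contrasts in each alternative run for it except the 2-population fit, where it passed in 2. The mean correlation within populations, 0.575, went to 0.637 with no filter and 0.498 with a mean of at least 100, both chosen after seeing the data. Quantile normalisation moved the median log2 change of all tested genes from 0.13 to 0 for high against neg and from 0.20 to 0.04 for high against sub; the other shifts over all tested genes were under 0.1. Among genes with a mean of at least 1000 it raised the median, from 0.18 to 0.33 for high against neg and from 0.14 to 0.25 for low against neg, and by under 0.1 in the other contrasts. Neither scaling moved the share of higher calls by more than 10 percentage points.

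In the simulation with independent reads limma recovered 95.5% of 4-fold changes at 3 libraries per population, and with 300 reads per molecule 3.5%. If the real noise is of the second kind, 0 genes for high against low cannot rule out a 4-fold change in a given gene. The 684 genes at an unadjusted p under 0.05 were fewer than the 806 that uniform p-values would give. With 40.3% of the tested values at 0 the p-values need not be uniform, so this comparison cannot show an absence of changes. The 300 reads per molecule are an assumed value. The low and high libraries gave 150.8 to 258.3 normalised counts per molecule, if molecules were sampled at random. Recovery at those values was not simulated.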

Other observations

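All tests below were chosen after the pattern they address had been seen, with these exceptions. The 100 splits for the F test were planned before the data were examined. The thinning of the libraries and the regrouping of the low and high libraries in the count tests were written down before those results were computed.

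For the F test across the 4 populations, 1 of 100 splits of the 12 libraries (the real one) gave as many as 682 genes; the largest of the others gave 238. Each pair of populations allows 10 splits of its 6 libraries, so a share under 0.05 cannot be reached. For sub against neg, low against sub, low against neg, high against neg and high against sub 1 of 10 splits, the real one, gave as many genes, and the others gave at most 2. For high against low all 10 splits gave at least 0 genes, and the others at most 1.

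A gene could be well measured in a pair of libraries of a population and at 0 in the third. Where both other libraries of a population held 100 to 1000 normalised counts, 17.8% of 28132 values were at 0. Independent reads would give a value of 0 far less often at 100 reads or more, which argues against counting error alone. A candidate explanation is that few RNA molecules of each gene entered the library and each was copied into many reads. In the 6 low and high libraries the share of zeros fell from 38.6% for genes with a mean of 100 to 200 in the other libraries to 1.49% at 800 to 1600. If molecules were sampled at random this corresponds to 150.8 to 258.3 normalised counts per molecule over 4 ranges of the mean, a ratio of 1.71. A share of zeros that did not depend on the mean would have made these estimates rise as fast as the mean, from 143.7 to 1086. The pattern is consistent with sampling of molecules, with a drift upwards in that estimate left open. Real differences between mice were not tested.

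The number of genes above 0 differed 1.4-fold between libraries, from 9039 to 12687. After all libraries were thinned to 8775387 reads the numbers ran from 8980 to 12423, a ratio of 1.38, so sequencing depth does not account for the difference. In every population the library numbered 1 had the most genes above 0, before and after thinning. The thinned numbers were 10870 in neg 1, 10342 in sub 1, 12423 in low 1 and 11775 in high 1. A source shared by the libraries numbered 1 was not tested beyond the correlations of deviations given above. Differences in RNA yield, in reverse transcription or in the cells themselves stay open.

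The count tests called genes between high and low where limma called none. The 5 low and high libraries accepted for these tests can be split in 10 ways into 3 and 2. All 10 splits, counting the real one, gave at least 0.5 times as many genes as the real one in DESeq2 (678 for the real split, 561 to 1191 for the others, with 4 splits at or above the real one, itself included), and all 10 did in edgeR (74 against 48 to 105, with 5 at or above). Of the DESeq2 calls 97.3% had a 0 in at least 1 of the 5 libraries, against 66.9% of tested genes, and of the edgeR calls 93.2%. These calls may therefore come from where the zeros fall and not from the gates. A real difference between high and low remains untested by them.

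Some near-identical copies showed values that traded places between libraries. Gm10925, an unprocessed pseudogene on chromosome 1 from 24613974 to 24614651 on the minus strand, matches mt-Atp6 at 100% over 678 bp. Its value was 1.41 to 1.52 times that of mt-Atp6 in 11 libraries and 0.00236 times in high 2, where the sum of both was 1.06 times the mean of the other high libraries. Rpl19-ps11 (chromosome 8, 19492936 to 19493526, plus strand) was at 0 in all sub libraries and in high 2, and Rpl19 (chromosome 11, 98026710 to 98030492, plus strand) was at 0 in low 2 and high 3; the sum of the 2 in sub was 0.887 times that in neg. Assignment of reads to 1 copy or the other is a candidate source of both patterns. The Rpl19 sum spread from 1395 to 5920 over the sub libraries, so that test is coarse, but the sum did not follow the pseudogene calls: it was 3783 ± 2273 in sub and 2595 ± 165 in low, where the pseudogene was called higher. Those calls are therefore no evidence of a change in the pair. For Gvin1 and its copy Gm4070 the sum in sub was 211 times that in low, which argues against shared reads as the reason for the fall from sub to low; whether the cells differ or carry other cell types stays open.

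Gm43305 (chromosome 14, 54292443 to 54297456, minus strand, processed transcript) and Gm48275 (chromosome 10, 50425044 to 50425330, minus strand, lincRNA) were singled out after their values were seen. Together they took 0.0653% of the summed values in neg, 1.41% in sub, 3.51% in low and 3.16% in high, and ranked 3 and 6 among all genes in low. Their sum was 6950 ± 1705 in neg, 157980 ± 41050 in sub and 394650 ± 49380 in low (SD, n = 3). The ratio of the 2 stayed between 1.90 and 2.28 in the 9 EGFP-positive libraries. In the neg libraries, where both genes were lower, the ratio of the 2 ran from 0.776 to 3.28. Their M21 transcripts are 98.95% identical over 287 bp, and Gm42428 matches Gm48275 at 100% over the same length, so the values may belong to a single repeated sequence. Over the pair and 6 other genes in the table with a match of at least 95% over 200 bp, the sum in low was 40.6 times that in neg. This argues against reads that moved from other copies. Which copy is transcribed, and whether the signal follows the cell type or the transgene, could not be tested here.

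Alb rose with EGFP, and RNA of hepatocytes carried over into the gates is a candidate source. Of the 15 genes of the hepatocyte list, 4 (Apoa2, Apoc3, Cyp3a11 and Tdo2) were at 0 in all 12 libraries and carry no information. Of the other 11, 5 were under 1% of Alb in high: Apoa1 at 53.5, Fgb at 15.8, and Serpina1a, Cps1 and Asgr1 listed at 0. Each of these 5 was above 0 in another population, and Apoa1 fell from 410.8 in neg. In high, Alb was at 11930, Ahsg at 5268, Trf at 2242, Ttr at 1289 and Hnf4a at 791.8. Hepatocytes would bring Apoa1, Fgb, Serpina1a and Cps1 as well, which argues against their RNA as the whole source of Alb in high; a part of it stays open. Expression in the sorted cells themselves is a hypothesis that stays open, and the number of hepatocyte list genes that bile duct cells also express was not examined.

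Sub lay between neg and low in the biliary and endothelial lists, as a mix of neg and low cells in fixed proportion would. The share of neg in sub that such a mix needs was 25.9 ± 3.69% from the endothelial list and 103.0 ± 18.6% from the stellate/mesenchymal list (SD over the 3 sub libraries), a difference of 77.1 percentage points with no overlap, and 66.8 ± 7.11% from the biliary list. A single mixing share therefore does not account for sub. A gate that takes up stellate-like cells in preference to endothelial cells, or expression of those genes in cells of the sub gate, could both give these values and cannot be separated with bulk libraries.

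Xist was at most 5.2 normalised counts in any library, and Ddx3y was at 796.3 ± 164.3 in neg, 1202 ± 362 in sub, 1065 ± 864 in low and 1901 ± 369 in high (SD, n = 3). The labels analysed here give no sex.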
